A study of Homo sapiens with 4 samples. Its data were reported in "Discovery of first-in-class inhibitors of ASH1L histone methyltransferase with anti-leukemic activity" (2021).

How the data were processed

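CUT&RUN was performed in MV4;11 cells with an antibody against ASH1L or against H3K36me2, after 4 days with 5 µM AS-99 or with 0.25% DMSO as the vehicle, per the labels. In CUT&RUN an antibody bound to its target in permeabilised cells recruits a nuclease, and the DNA fragments released around the target are sequenced. The 4 libraries formed 4 groups of 1 library each, taken from the labels: DMSO ASH1L, AS-99 ASH1L, DMSO H3K36me2 and AS-99 H3K36me2. The study's methods text describes replicate treatments and a merging of mapped files for the same sample, whereas its reporting form describes a single replicate, so it could not be settled whether a library pools several cultures. The methods text also gives a slightly higher dose of AS-99 than the labels do, and the dose of the labels was used.

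The data analysed were 4 peak lists, called by the authors separately for each library. Per the file headers, the authors ran MACS version 2.1.0.20150731 on paired-end fragments with a q-value threshold of 0.01, at most 2 duplicate fragments per position, a local background window of 10 kb and no control library. Reads had been mapped with Bowtie2 to hg19 according to the study's methods text. That text names an earlier MACS version with a p-value threshold, a selection of longer fragments for H3K36me2 and a spike-in; the settings in the file headers were followed here, and no spike-in scaling entered the values used. The signal deposited for each peak is the pileup, the number of fragments covering the summit, and the authors did not scale it to library size. The deposited −log10 p-value compares that pileup with the larger of the genome-wide and the local background of the same library by a Poisson model, and the deposited −log10 q-value is its adjusted form. The deposited fold enrichment is the ratio of pileup to that background after 1 is added to each. Per the file headers, positions, lengths and summits are other columns, in bp and counted from 1. The scores of each peak are the authors' own and were used to describe, rank or filter peaks, except where the pileup was divided by library size.

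The lists were expected to hold tag counts and −10 times log10 of p before the data were examined. The summit pileup therefore took the place of the tag count, a −log10 p of at least 10 took the place of the stricter threshold, and the sum of the summit pileups took the place of the tags in peaks. Coordinates were compared with the GRCh37 sequence, which has the chromosome lengths of hg19. No peak outside the mitochondrial chromosome passed a chromosome end (0 in each list) or held an undetermined base (0 in each list), and the last peak on chromosome 1 ended at 249168503 on a chromosome of 249250621 bp. The mitochondrial sequence differs between hg19 and GRCh37, so mitochondrial peaks were not annotated. Genes came from GENCODE release 44 mapped to GRCh37, with 20176 protein-coding genes. A peak was assigned to a promoter when it overlapped the 1 kb on either side of a gene's start; otherwise its summit was assigned to an exon, an intron or intergenic sequence of protein-coding genes.

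Peak count ratios were given with exact conditional binomial 95% intervals, and shares of peaks with exact Clopper-Pearson 95% intervals. Differences of shares were given with Newcombe 95% intervals. Peaks were counted as shared with an overlap of at least 1 bp. Each overlap was compared with 1000 random placements of the other list within the determined sequence of the same chromosomes, and annotation shares with 100 such placements. Retention of a DMSO peak was defined as its overlap by an AS-99 peak of the same antibody. The retention of H3K36me2 peaks with an ASH1L peak was placed among 10000 random sets of DMSO H3K36me2 peaks matched on the decile of pileup. Peaks matched 1 to 1 were compared by the log2 ratio of pileup divided by the number of fragments after filtering, with the median and its order-statistic interval over peaks. There was no replicate library, so no difference has a replicate check and no p-value is given across peaks. All intervals cover counting error or the spread over peaks only, and fragments without molecular identifiers are not certain to be independent molecules.

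The background behind each peak was computed from its pileup and fold enrichment. With it, a Poisson model returned the deposited −log10 p within 0.01 for 100% of the peaks of each list with a finite value. The genome background of a library was the lowest of these values. To estimate the effect of depth, each DMSO list was thinned to the depth of the AS-99 library of the same antibody: each fragment at a summit was kept with a probability equal to the ratio of the filtered fragments, the background was reduced by the same ratio, and the peak had to reach the lowest −log10 p of the AS-99 list. Overlap counts were tested on simulated lists against bedtools, with 200 overlapped peaks found and 200 made among 1375, and the thinning was tested on 2000 simulated peaks, with 1743 expected and 1744 drawn.

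The named peaks were fixed before the data were examined: in each list the 2 with the highest −log10 p, and for each antibody the 2 with the highest pileup that only the DMSO list or only the AS-99 list held. The named genes were HOXA9, MEIS1, MEF2C, DLX2, FLT3, MNDA, HOXA5, HOXA10, HOXA7 and ASH1L, each with 5 kb on either side. The comparison of promoter shares was chosen after the data were seen. Alternatives fixed before the data were examined were the stricter −log10 p, a fold enrichment of at least 10, chromosomes 1 to 22 and X, leaving out regions with a peak in all 4 lists, merging peaks within 1 kb, a common floor of pileup scaled to filtered fragments at the higher 5th percentile of both lists of an antibody, a reciprocal overlap of 50%, sharing within 1 kb, lists of equal length, the library total before filtering, and the summed pileup of listed peaks as the scale. Leaving out chromosomes Y and M together with peaks within 2 Mb of an assembly gap of at least 1 Mb, the thinned DMSO lists and a promoter window of 5 kb were added later. Analyses were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9, and with bedtools 2.31.1. The expression data of the study were not analysed here.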

Results

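To examine whether AS-99 changed the occupancy of ASH1L and the H3K36me2 mark in leukemia cells, CUT&RUN peak lists of 4 MV4;11 libraries were compared. MV4;11 is a human leukemia cell line with a rearrangement of the MLL1 gene. AS-99 is a small molecule that inhibits the methyltransferase ASH1L, and H3K36me2 is histone H3 dimethylated at lysine 36. Each group held 1 library, so none of the differences has a replicate check. The DMSO ASH1L library had 19635489 fragments after filtering and the AS-99 ASH1L library 15381860. The DMSO H3K36me2 library had 15584143 and the AS-99 H3K36me2 library 13208636. Redundant fragments made up 2% of each library except AS-99 H3K36me2, with 1%. The fragment sizes per the file headers were 250 bp for DMSO ASH1L, 269 bp for AS-99 ASH1L, 288 bp for DMSO H3K36me2 and 269 bp for AS-99 H3K36me2.

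Most listed peaks were low and narrow. The median summit pileup was 16 fragments in the DMSO ASH1L list, 15 in the AS-99 ASH1L list, 19 in the DMSO H3K36me2 list and 15 in the AS-99 H3K36me2 list. The median fold enrichment over the local background, as given by the authors, was 4.70, 4.93, 4.43 and 5.07 in the same order. The lowest listed −log10 p ranged from 5.07 in the DMSO ASH1L list to 5.53 in the AS-99 H3K36me2 list. Peaks had mean lengths of 360 bp (DMSO ASH1L), 366 bp (AS-99 ASH1L), 404 bp (DMSO H3K36me2) and 366 bp (AS-99 H3K36me2).

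The first question was whether AS-99 lowered the number of H3K36me2 peaks. The AS-99 list held 652 peaks and the DMSO list 1375, a ratio of 0.474 (95% interval 0.431 to 0.521). The covered length was 238875 bp with AS-99 and 555324 bp with DMSO, a ratio of 0.430. After division by filtered fragments, the ratio of peaks per fragment was 0.559. The alternative that moved this result most was a fold enrichment of at least 10, which left 19 AS-99 peaks and 14 DMSO peaks and a ratio of 1.36 with an interval of 0.645 to 2.92. Of these 14 DMSO peaks, 13 were overlapped by an AS-99 peak, so this ratio mostly covers peaks that recurred and says little about the others. When the DMSO list was thinned to the depth of the AS-99 library, 1218 peaks were expected to remain and the ratio was 0.535 (0.486 to 0.589).

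ASH1L peaks were also fewer with AS-99. The AS-99 list held 1829 peaks and the DMSO list 3092, a ratio of 0.592 (0.558 to 0.627). The covered lengths were 669309 bp and 1113943 bp, a ratio of 0.601. After thinning to the AS-99 depth, 2623 DMSO peaks were expected and the ratio was 0.697 (0.657 to 0.741). With a fold enrichment of at least 10, 23 AS-99 and 26 DMSO peaks were left, and the interval of their ratio, 0.482 to 1.61, included 1.

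**Figure D1:**
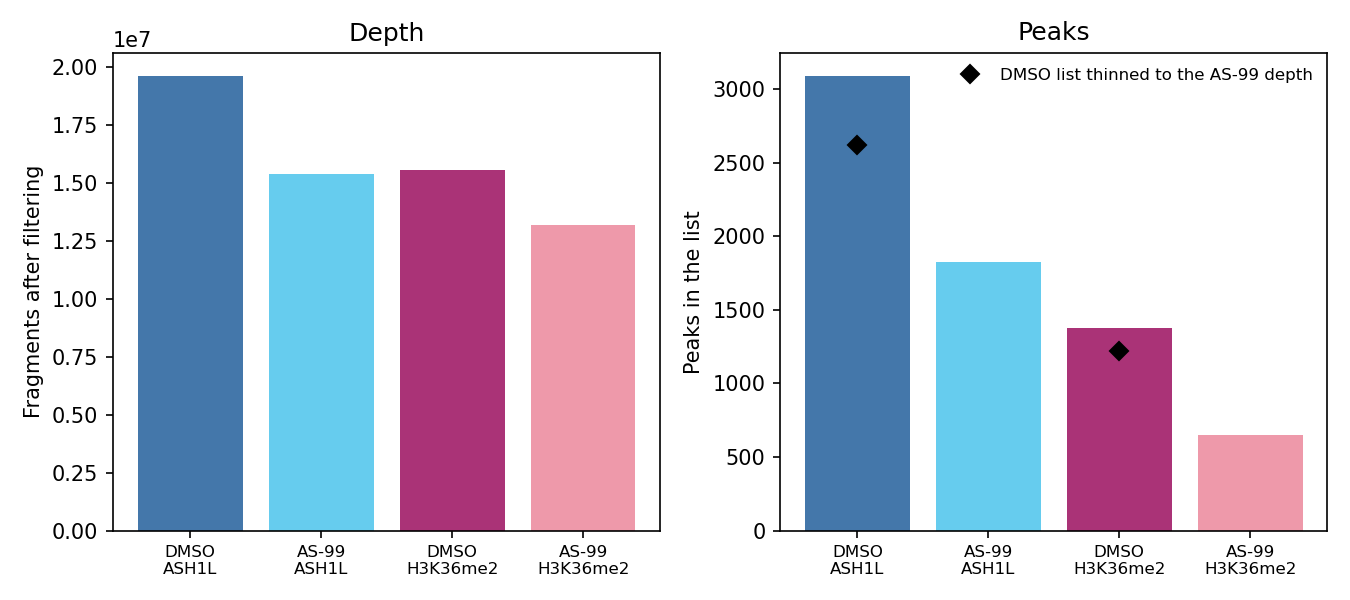
Left, fragments after filtering in each library; right, the number of peaks in each list (bars) and the number expected in the DMSO list after thinning to the AS-99 depth (diamonds). Both AS-99 lists, with 1829 and 652 peaks, lie below the thinned DMSO lists, with 2623 and 1218.

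The next question was how far peaks present with DMSO were present with AS-99. Of the 1375 DMSO H3K36me2 peaks, 133 were overlapped by an AS-99 H3K36me2 peak, or 9.67% (8.16% to 11.4%), compared with a mean of 0.266% in random placements. In the other direction, 134 of the 652 AS-99 H3K36me2 peaks were overlapped by a DMSO peak, or 20.6% (17.5% to 23.9%). For ASH1L, 397 of the 3092 DMSO peaks were overlapped by an AS-99 peak, or 12.8% (11.7% to 14.1%), against 0.158% in random placements, and the 397 AS-99 peaks overlapped by a DMSO peak were 21.7% (19.8% to 23.7%) of the AS-99 list. A fold enrichment of at least 10 moved the shares of DMSO peaks most, to 92.9% for H3K36me2 (13 of 14 peaks) and 80.8% for ASH1L (21 of 26).

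Retention was highest among the peaks with the highest pileup. In the highest of 5 pileup classes, from 25 fragments upward, 63 of 233 DMSO H3K36me2 peaks were retained, or 27.0% (21.4% to 33.2%). In the other classes the share lay between 3.69% and 8.46%. In the highest class of DMSO ASH1L peaks, from 22 fragments upward, 167 of 516 were retained, or 32.4% (28.3% to 36.6%), and in the lowest class 56 of 918, or 6.10% (4.64% to 7.85%). Regions with a peak in all 4 lists contribute to this, since they hold an AS-99 peak by definition. They held 59 DMSO H3K36me2 peaks, with a median pileup of 40 against 18 for other peaks. For DMSO ASH1L they held 60 peaks, with 61.5 against 16. The classes were not recomputed without them.

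**Figure D2:**
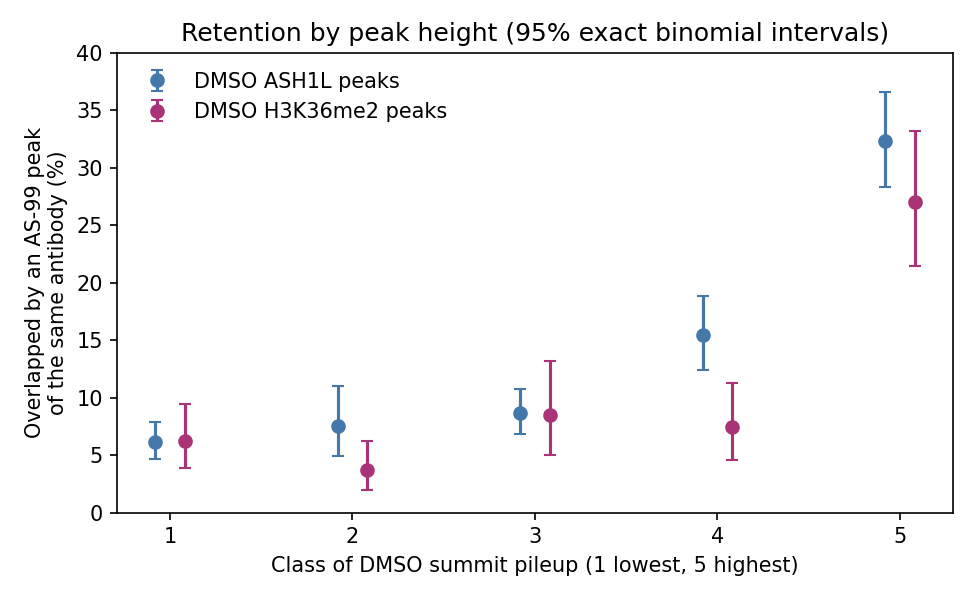
Share of DMSO peaks overlapped by an AS-99 peak of the same antibody, in percent, in 5 classes of DMSO summit pileup for each antibody; points are shares and bars their 95% exact binomial intervals. The highest class reached 27.0% for H3K36me2 and 32.4% for ASH1L.

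The overlap between the antibodies was examined because ASH1L deposits H3K36me2. With DMSO, 267 of 1375 H3K36me2 peaks were overlapped by an ASH1L peak, or 19.4% (17.4% to 21.6%), against 0.392% in random placements. With AS-99, 145 of 652 H3K36me2 peaks were overlapped by an ASH1L peak, or 22.2% (19.1% to 25.6%), against 0.442%. The intervals of both shares overlapped, but no interval was computed for their difference, and the ASH1L lists differed in length (3092 and 1829 peaks). With a −log10 p of at least 10 the shares were 24.5% (DMSO) and 32.1% (AS-99). The share was lower with AS-99 only without regions in all 4 lists, at 15.8% (DMSO) and 14.2% (AS-99). A difference between treatments was therefore not settled. DMSO H3K36me2 peaks were thus overlapped more often by DMSO ASH1L peaks than by AS-99 H3K36me2 peaks, although the DMSO ASH1L list was also longer. AS-99 H3K36me2 peaks were overlapped by DMSO ASH1L peaks in 171 cases, or 26.2% (22.9% to 29.8%). When both lists of a comparison were trimmed to their 652 peaks with the highest −log10 p, the H3K36me2 pair shared 100 peaks, whereas pairs of different antibodies shared between 86 and 107 and the ASH1L pair 131.

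**Figure D3:**
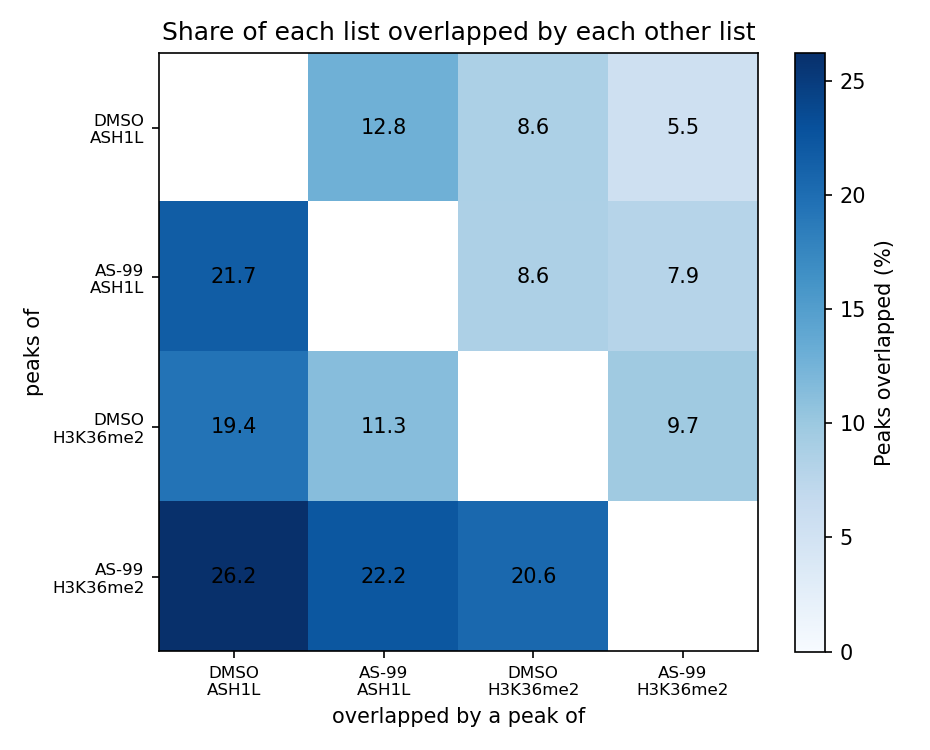
Percent of the peaks of each list (vertical) that were overlapped by at least 1 bp by a peak of each other list (horizontal). The values range from 5.5% for DMSO ASH1L peaks overlapped by AS-99 H3K36me2 peaks to 26.2% for AS-99 H3K36me2 peaks overlapped by DMSO ASH1L peaks.

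Retention of H3K36me2 was then compared between DMSO peaks with and without an ASH1L peak. Of the 267 DMSO H3K36me2 peaks with a DMSO ASH1L peak, 80 were retained with AS-99, or 30.0% (24.5% to 35.8%). Of the 1108 without one, 53 were retained, or 4.78% (3.60% to 6.21%). The difference was 25.2 percentage points (19.8 to 31.0). All 10000 random sets matched on pileup had a lower retained share, with a median of 15.7% and a highest share of 23.2%. The sets were drawn from all DMSO H3K36me2 peaks, including those with an ASH1L peak. The difference fell to 5.31 points (1.63 to 10.3) without the regions that held a peak in all 4 lists, whose removal by construction takes out peaks that were retained and had an ASH1L peak.

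At H3K36me2 peaks matched 1 to 1, the median log2 ratio of summit pileup scaled to filtered fragments, AS-99 over DMSO, was 0.03 (−0.07 to 0.11) over 132 pairs. This median covers pairs that moved in opposite directions: in the highest of 4 classes of pairs by pileup it was 0.47 (0.30 to 0.68), with 28 of 33 pairs higher with AS-99, and in the class below it was −0.18 (−0.28 to −0.04), with 10 of 33 higher. It was also above 0 with a −log10 p of at least 10, at 0.31 (0.01 to 0.50). The overall median moved most, to 0.63, when the summed pileup of all listed peaks was the scale. Without regions in all 4 lists the median was −0.11 (−0.23 to −0.07) over 74 pairs. At ASH1L peaks matched 1 to 1 the median was 0.18 (0.13 to 0.23) over 394 pairs, of which 116 were lower with AS-99. These pairs include only peaks that passed the threshold in both libraries, and the interval describes the spread over peaks. The scaling did not account for fragment length, and longer fragments raise pileup. Fragments were 269 bp with AS-99 for either antibody, against 288 bp (H3K36me2) and 250 bp (ASH1L) with DMSO.

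ASH1L peaks lay at promoters more often than H3K36me2 peaks did with DMSO. Promoters held 768 of 3086 DMSO ASH1L peaks outside the mitochondrial chromosome, or 24.9% (23.4% to 26.5%), against 1.93% in random placements. With AS-99 they held 275 of 1825 ASH1L peaks, or 15.1% (13.5% to 16.8%), and the share fell by 9.82 percentage points (interval −12.0 to −7.54). For H3K36me2 the share was 72 of 1369 peaks with DMSO, or 5.26% (4.14% to 6.58%), and 65 of 646 with AS-99, or 10.1% (7.85% to 12.6%), higher by 4.80 points (2.34 to 7.58). With a fold enrichment of at least 10, no promoter peak was left for either antibody with either treatment, and both differences were 0. Introns held 42.6% of DMSO H3K36me2 peaks, against 42.4% in random placements, and 33.0% of DMSO ASH1L peaks, against 42.7%.

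**Figure D4:**
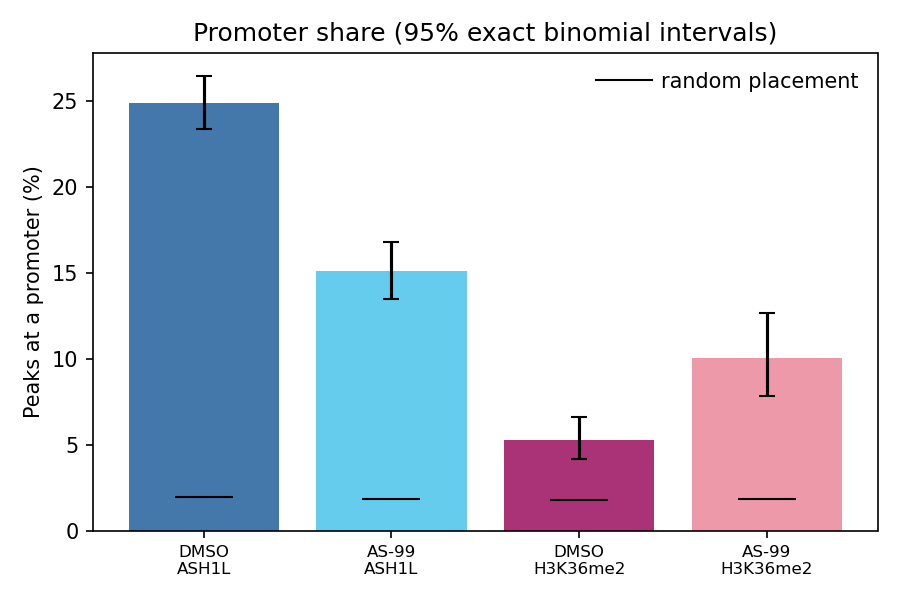
Percent of peaks within 1 kb of a protein-coding gene's start in each list, with 95% exact binomial intervals; black lines give the mean of random placements. The share was lower with AS-99 for ASH1L (24.9% and 15.1%) and higher for H3K36me2 (5.26% and 10.1%).

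The peaks with the highest −log10 p were at the same pair of places in all 4 lists. The first, in the DMSO H3K36me2 list, was on chromosome 1 from 121484429 to 121485412 (hg19), in intergenic sequence 23 bp from an assembly gap of at least 50 kb. Its pileup was 2909 fragments (exact Poisson interval 2804 to 3017) with a fold enrichment of 18.0. The peak there had a pileup of 2589 (2490 to 2691) in the AS-99 H3K36me2 list, 3154 (3045 to 3266) in the DMSO ASH1L list and 2876 (2772 to 2983) in the AS-99 ASH1L list. The second, in the DMSO H3K36me2 list, was on chromosome 7 from 61968685 to 61969703, also intergenic and 1528 bp from a gap, with a pileup of 2466 (2370 to 2565). The AS-99 H3K36me2 list had 2722 fragments there (2621 to 2826), the DMSO ASH1L list 3598 (3481 to 3718) and the AS-99 ASH1L list 3316 (3204 to 3431).

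Among DMSO H3K36me2 peaks that no AS-99 H3K36me2 peak overlapped, the highest pileup was on the mitochondrial chromosome from 6299 to 6688, with 547 fragments (502 to 595) but a fold enrichment of 1.62 over its local background. The next was on chromosome 4 from 51389 to 51918, intergenic and 1413 bp from ZNF595 (ENSG00000272602), with 49 fragments (36.2 to 64.8) and a fold enrichment of 3.04. An AS-99 ASH1L peak overlapped the latter, and a DMSO ASH1L peak overlapped the mitochondrial one. Both AS-99 H3K36me2 peaks with the highest pileup and no DMSO H3K36me2 counterpart were intergenic on chromosome 16, from 46397885 to 46398184 with 109 fragments (89.5 to 132) and from 46428936 to 46429223 with 45 fragments (32.8 to 60.2). They lay 12084 bp and 43135 bp from an assembly gap, among peaks that recurred in all 4 lists.

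**Figure D5:**
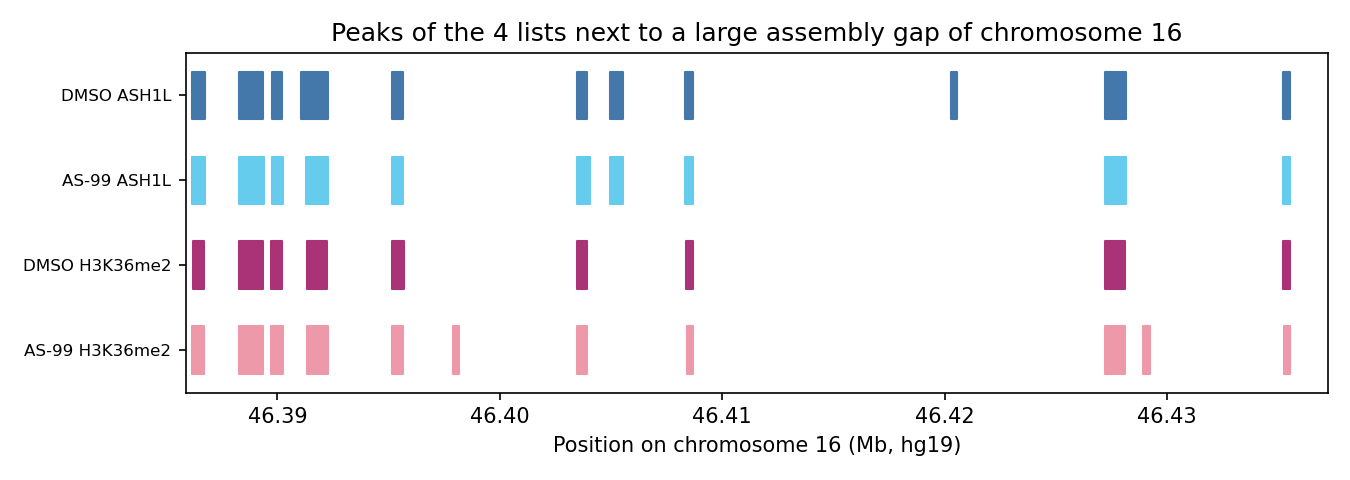
Peaks of the 4 lists on chromosome 16 from 46385885 to 46437223 (hg19; horizontal axis in Mb), next to a large assembly gap; each box is a listed peak, drawn to scale along the axis. Between 9 peaks (DMSO H3K36me2) and 11 peaks (DMSO ASH1L and AS-99 H3K36me2) are listed there, mostly at the same places.

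For ASH1L, both DMSO peaks with the highest pileup and no AS-99 ASH1L counterpart were mitochondrial, from 12473 to 13087 with 983 fragments (922 to 1046) and from 13663 to 14494 with 963 fragments (903 to 1026), at fold enrichments of 1.27 and 1.35. Both were overlapped by peaks of the DMSO and the AS-99 H3K36me2 lists. The AS-99 ASH1L peaks with the highest pileup and no DMSO ASH1L counterpart were on chromosome 8. The first, from 46844589 to 46844933, was intergenic and 5702 bp from an assembly gap, with 47 fragments (34.5 to 62.5). The other, from 134104602 to 134105000, was in an intron of TG (ENSG00000042832), with 37 fragments (26.0 to 51.0) and a fold enrichment of 7.20, and an AS-99 H3K36me2 peak overlapped it.

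Of the 10 named genes, which are ASH1L and genes whose expression the study followed, 2 had a peak within the gene or 5 kb of it in the DMSO ASH1L list, 1 in the AS-99 H3K36me2 list and 0 in each of the other lists. At FLT3 (ENSG00000122025, chromosome 13, 28577411 to 28674729) the DMSO ASH1L list held an intronic peak from 28605912 to 28606695 with 21 fragments and a fold enrichment of 5.54. The AS-99 H3K36me2 list held a peak inside it, from 28606369 to 28606644, with 12 fragments and a fold enrichment of 4.27. In the window of HOXA5 (ENSG00000106004, chromosome 7, 27180671 to 27183300) the DMSO ASH1L list held a peak from 27176383 to 27176688 with 15 fragments and a fold enrichment of 4.03, outside HOXA5 itself and in an intron of another annotated gene. A gene without a listed peak was below the calling threshold at this depth, and the lists do not show that the mark was absent there.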

Values the study reported

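The study treated MV4;11 cells with 5.5 µM AS-99 or with DMSO for 4 days before CUT&RUN and described fewer H3K36me2 peaks after AS-99. It also compared the H3K36me2 signal on the peaks between treatments, and its methods describe a spike-in for calibration. The peak counts given here measure neither. Its methods give a p-value threshold of 0.00001 for peak calling. Its RNA-seq of MV4;11 cells used a lower dose of AS-99 and a longer treatment than its CUT&RUN. There, 323 genes were lower and 75 were higher after AS-99.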

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

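The thinned DMSO lists, the removal of gap-near peaks and every alternative of the promoter comparison were chosen after the data were seen. Over all results, 99 alternative values were computed; 56 stayed within the 95% interval of the reported value, 42 left it, and 1 whose reported interval had excluded no change went the other way, to an interval that included 1. The matched H3K36me2 log2 ratio, whose reported interval included 0, also changed sign, under 2 of the alternatives counted among the 42. No paired analysis was possible because each group held 1 library.

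A fold enrichment of at least 10 left 26 of 3092 DMSO ASH1L peaks, 23 of 1829 AS-99 ASH1L peaks, 14 of 1375 DMSO H3K36me2 peaks and 19 of 652 AS-99 H3K36me2 peaks. It turned the H3K36me2 count ratio to 1.36 and gave an ASH1L ratio of 0.885; retained shares of 92.9% (H3K36me2) and 80.8% (ASH1L); H3K36me2 shares with an ASH1L peak of 92.9% (DMSO) and 94.7% (AS-99); a retention difference of 100 points (17.4 to 100), which rests on 1 peak without an ASH1L peak; matched log2 ratios of 0.44 (H3K36me2) and 0.12 (ASH1L); and promoter differences of 0 for both antibodies. With so few peaks the interval of each count ratio included 1. The peaks left mostly recurred across lists. Of the 14 DMSO H3K36me2 peaks, 13 were overlapped by an AS-99 H3K36me2 peak and 13 by a DMSO ASH1L peak. Of the 26 DMSO ASH1L peaks, 21 were overlapped by an AS-99 ASH1L peak. These count ratios therefore say little about peaks outside such recurrent places.

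A −log10 p of at least 10 left 996, 541, 441 and 218 peaks in the DMSO ASH1L, AS-99 ASH1L, DMSO H3K36me2 and AS-99 H3K36me2 lists. The ASH1L ratio became 0.543, H3K36me2 retention 13.4%, the shares with an ASH1L peak 24.5% (DMSO) and 32.1% (AS-99), the retention difference 38.7 points and the matched H3K36me2 log2 ratio 0.31. The cause was not tested.

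Without regions in all 4 lists, retention was 5.62% (H3K36me2) and 11.1% (ASH1L), the shares with an ASH1L peak 15.8% (DMSO) and 14.2% (AS-99), the retention difference 5.31 points and the matched H3K36me2 log2 ratio −0.11. Without gap-near peaks and chromosomes Y and M, the same values were 6.75%, 11.5%, 16.7%, 16.8%, 12.9 points and −0.083. The first of these removes shared peaks by construction; for the other, which selects on position, the cause was not tested.

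With a reciprocal overlap of 50%, retention was 7.93% and 10.1% and the shares with an ASH1L peak 14.5% and 18.3%, in the same order, since fewer overlaps qualify. Sharing within 1 kb raised ASH1L retention to 14.2%. Equal list lengths gave 15.3% and 17.2% for retention and 14.5% and 16.4% for the shares with an ASH1L peak; here the number of peaks compared changed. The common floor gave an ASH1L count ratio of 0.654. Thinning gave count ratios of 0.535 (H3K36me2) and 0.697 (ASH1L), both below 1. With the summed pileup of listed peaks as scale, the matched log2 ratios were 0.63 for both antibodies, because the shorter AS-99 lists have smaller sums.

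The count ratios stayed below 1 under the other 7 alternatives for H3K36me2, between 0.448 and 0.535, and under all 8 for ASH1L. The retention difference stayed above 0 under all 9, and the promoter differences kept their direction under the other 7. The direction of the matched H3K36me2 log2 ratio was not settled. Depth limits all of these results: the median listed peak rests on 15 to 19 fragments.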

Other observations

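The tests of depth, of the enrichment of the AS-99 library, of antibody dependence, of assembly gaps, of chromosome 8, of GC content and of the calling floor were chosen after the related values had been seen; the tests of tandem repeats, of matched pileup, of the strongest peaks, of exchanged antibodies and of the background at matched peaks were fixed beforehand.

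Fewer peaks were listed with AS-99 for both antibodies. Thinning argued against depth as the whole cause: reducing the DMSO lists to the AS-99 depth left 1218 H3K36me2 peaks where the AS-99 list held 652, and 2623 ASH1L peaks where it held 1829. A lower enrichment of the AS-99 H3K36me2 library, whatever the drug did, may also have lowered the count. At the 56 regions outside the mitochondrial chromosome that held a peak in all 4 lists, the median log2 ratio of pileup scaled to filtered fragments, AS-99 over DMSO, was 0.44 (0.30 to 0.54) for H3K36me2, and 46 of the 56 were higher. For ASH1L it was 0.24 (0.12 to 0.35) at the same regions, with 42 of the 56 higher, so a rise was not limited to the H3K36me2 libraries. Longer fragments with AS-99 for ASH1L, 269 bp against 250 bp, may account for a part of the ASH1L rise. For H3K36me2 they were shorter with AS-99, 269 bp against 288 bp. A loss of the mark elsewhere would raise the H3K36me2 ratio too, so the 2 explanations cannot be told apart with 1 library per group. A biological effect of AS-99 stays open and untested against replicates.

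How much more lists of the same antibody shared than lists of different antibodies differed between the antibodies. Among the 652 peaks with the highest −log10 p of each list, the H3K36me2 pair shared 100, within the 86 to 107 of pairs of different antibodies. Top H3K36me2 calls that do not depend on the antibody would give this. The H3K36me2 pair also differs in treatment, however, and a change of the mark with AS-99 would lower its count too. Pairs of different antibodies shared 105 (DMSO) and 106 (AS-99) within a treatment, and 107 and 86 across treatments. The comparison therefore cannot tell the explanations apart. Among the top 1375 peaks the ASH1L pair shared 248, or 18.0% (16.04% to 20.2%), against 200 (14.5%, 12.7% to 16.5%) for DMSO ASH1L with DMSO H3K36me2 and 148 (10.8%, 9.17% to 12.5%) for AS-99 ASH1L with DMSO H3K36me2. The ASH1L pair thus shared clearly more than the pair with 148, but its interval overlapped that of the pair with 200. Among the top 652 it shared 131, or 20.1% (17.1% to 23.4%), and this interval overlapped those of 3 of the 4 pairs of different antibodies. The ASH1L pair differs in treatment as well, and whether unequal quality of the libraries gave these differences was not tested. The question therefore stays open for both antibodies.

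The regions with a peak in all 4 lists numbered 59 of 5956, yet they held 56.2% of the summed summit pileup in the AS-99 H3K36me2 list and 25.01% in the DMSO ASH1L list. Of the 20 peaks with the highest −log10 p, at least 19 in each list lay in them. Within 2 Mb of a gap of at least 1 Mb lay 60.7% of these regions (46.8% to 73.5%) and 2.67% of other peaks. Self-match of the sequence at its best lag of 20 to 249 bp was above the 95th percentile of other peaks in 60.7% of these regions, with 34 of 56 passing in each of these tests. Reads collapsed onto repeats are a candidate source of these peaks, and no biological explanation was tested for them.

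Higher retention of DMSO H3K36me2 peaks with an ASH1L peak was not wholly accounted for by pileup. The retained share of 30.0% had a percentile of 100 among sets matched on pileup, whose highest share was 23.2%. The median of these sets was 15.7%, against 9.67% for all DMSO H3K36me2 peaks. The sets could hold the peaks with an ASH1L peak themselves, which raises this median. The part that pileup accounts for therefore cannot be read from it. Matching was by decile, and the highest decile holds peaks of up to 2909 fragments, so pileup was not equal within it. The difference did not rest only on the strongest peaks, since without the highest 10th by pileup it was 14.9 points (9.86 to 21.1). Without the regions in all 4 lists it was 5.31 points (1.63 to 10.3), a removal that by construction takes out retained peaks with an ASH1L peak. With the antibodies exchanged, DMSO ASH1L peaks with an H3K36me2 peak were also retained more often, by 26.1 points (20.4 to 32.2). Regions that are called with either antibody may therefore explain much of the difference; a link between ASH1L binding and a more stable mark stays open.

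Chromosome 8 held 7.65% of DMSO ASH1L peaks and 9.71% of DMSO H3K36me2 peaks, against 4.73% of the genome's length, an excess of 1.62 to 2.06 times over the 4 lists. The local background of its peaks was higher than elsewhere by a factor of 1.37 to 1.45 in the 4 libraries. More copies of chromosome 8 in these cells may explain this. The excess of peaks alone would not show this: it was larger on chromosome 19, from 2.91 times in DMSO H3K36me2 to 4.77 times in DMSO ASH1L, where the background factor ranged more widely, from 1.01 to 1.44 in the same lists.

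DMSO H3K36me2 peaks lay in regions of raised background, with a median of 2.03 times the genome background, against 1.54 for AS-99 H3K36me2 peaks and 1.45 and 1.42 for ASH1L peaks with DMSO and AS-99. The thinned DMSO list had a median of 2.05, so the loss of peaks by thinning did not lower it. Thinning could not test depth further, because it reduces every background by the same ratio and leaves each peak's ratio unchanged. At 128 matched peaks the median log2 ratio of background, AS-99 over DMSO, was −0.029 (−0.15 to 0.05), so the difference may come from different peaks being listed. The separate medians at these matched peaks were 2.07 with DMSO and 1.86 with AS-99, so a part of the difference at the same peaks is not excluded. Loss of peaks from broad domains of the mark with AS-99 would give the same pattern and was not tested separately.

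The promoter share of ASH1L peaks was lower with AS-99. The same thinning argued against depth: the thinned DMSO list kept a promoter share of 24.98%. Away from promoters, the median GC content was higher by 4.47 percentage points in the DMSO list (50.2%) than in the AS-99 list (45.7%), so a GC-dependent difference between the libraries may contribute. A loss of ASH1L from GC-rich sequence with AS-99 stays open as well.

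At matched ASH1L peaks the pileup scaled to filtered fragments was higher with AS-99. The calling floor of the shallower library was not the whole cause, because the median log2 ratio in the highest of 4 classes of pairs by pileup, with 98 pairs, was 0.18 (0.06 to 0.24). Fragment length also differed between the libraries, and the scaling did not account for it. Fragments were 269 bp with AS-99 and 250 bp with DMSO, and longer fragments raise the pileup of a library as a whole. A part of the rise may come from this, and how much was not tested. Other differences between the libraries that have nothing to do with AS-99 were not tested and stay open. In the highest such class of matched H3K36me2 pairs the ratio was 0.47 (0.30 to 0.68), while in the class below it was −0.18 (−0.28 to −0.04).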
